# Comparative Transcriptomic Profiling of Two Tomato Lines with Different Ascorbate Content in the Fruit

**DOI:** 10.1007/s10528-012-9531-3

**Published:** 2012-08-22

**Authors:** Antonio Di Matteo, Adriana Sacco, Rosalba De Stefano, Luigi Frusciante, Amalia Barone

**Keywords:** Antioxidants, Berry quality, Carbohydrate metabolism, *Solanum* spp., Reactive oxygen species

## Abstract

In recent years, interest in tomato breeding for enhanced antioxidant content has increased as medical research has pointed to human health benefits from antioxidant dietary intake. Ascorbate is one of the major antioxidants present in tomato, and little is known about mechanisms governing ascorbate pool size in this fruit. In order to provide further insights into genetic mechanisms controlling ascorbate biosynthesis and accumulation in tomato, we investigated the fruit transcriptome profile of the *Solanum pennellii* introgression line 10-1 that exhibits a lower fruit ascorbate level than its cultivated parental genotype. Our results showed that this reduced ascorbate level is associated with an increased antioxidant demand arising from an accelerated oxidative metabolism mainly involving mitochondria, peroxisomes, and cytoplasm. Candidate genes for controlling ascorbate level in tomato fruit were identified, highlighting the role of glycolysis, glyoxylate metabolism, and purine breakdown in modulating the ascorbate pool size.

**Electronic supplementary material:**

The online version of this article (doi:10.1007/s10528-012-9531-3) contains supplementary material, which is available to authorized users.

## Introduction

In recent years, the compositional quality of crops has received increasing interest, particularly given the results of recent studies highlighting human health benefits brought about by antioxidants (Chu et al. 2002; Naidu 2003; Stanner et al. 2004). The tomato (*Solanum lycopersicum* Mill.) represents a major contribution to dietary nutrition worldwide, and its beneficial effects are generally attributed to its antioxidant content. Its antioxidant compounds include ascorbate (also known as vitamin C), which is an essential nutrient for humans, primates, and a number of other animals that have lost the ability to synthesize it because of inactivation of the last enzyme in the pathway. In plants, ascorbate accumulates at intracellular concentrations of 2–25 mM (Davey et al. 2000) and acts as an antioxidant, as a cofactor for various enzymes, and as a contributor to the regulation of cell division and expansion (Smirnoff and Wheeler 2000). As a signaling agent, ascorbate participates in the interaction with the environment, pathogens and oxidizing agents, and water loss (Pastori et al. 2003; Sanmartin et al. 2003; Fotopoulos et al. 2006). It is essential for plant growth, participates in stress resistance, and seems to control flowering time and senescence (Davey et al. 2000).

Plants synthesize ascorbate through alternative biosynthetic pathways (Valpuesta and Botella 2004). In particular, the Wheeler–Smirnoff pathway operates through l-galactose as a key intermediate. In addition, l-gulose and myo-inositol have been proposed as intermediates in ascorbate biosynthesis, and an l-galactonic acid intermediate has also been reported. The simultaneous operation of these pathways has been demonstrated only in *Arabidopsis*, but their physiological relevance still has to be demonstrated in vivo. Independent of the biosynthetic pathways, the reduced ascorbate is oxidized into an unstable radical, monodehydroascorbate (MDA), which dissociates into ascorbate and dehydroascorbate (DHA). DHA undergoes irreversible hydrolysis to 2,3-diketogulonic acid or is recycled to ascorbate by DHA reductase, which uses glutathione as the reductant, whereas MDA reductase can recycle MDA to ascorbate. This pathway, also called the Foyer–Halliwell–Asada cycle, is an efficient way to control hydrogen peroxide and recycle ascorbate using glutathione as the electron donor (Halliwell and Gutteridge 2000). Overall, the regulation of ascorbate levels in cells is tightly controlled by the level of synthesis, recycling, degradation, and transport of this molecule within the cell or between organs (Hancock and Viola 2005).

Very little is known about the relative contribution of alternative pathways for ascorbate biosynthesis operating in ripening tomato fruit and mechanisms governing the ascorbate pool size in this fruit (Zou et al. 2006; Ioannidi et al. 2009; Di Matteo et al. 2010; Haroldsen et al. 2011). Therefore, understanding such mechanisms will provide an opportunity to breed nutritional quality and enhance postharvest quality. A trait exhibiting quantitative variation, ascorbate content is controlled by several genes and is more or less influenced by the environment (Stevens et al. 2007), and it thus lends itself to quantitative trait loci (QTL) analysis. One approach to identify QTLs controlling ascorbate accumulation in tomato is the use of introgression lines (ILs). These are homozygous lines with single chromosome segment substitutions from one wild relative (Eshed and Zamir 1995). In addition, the combined use of ILs and transcriptomic profiling (Barone et al. 2009) could be effective in rapidly identifying transcriptional networks and candidate genes involved in fruit antioxidant accumulation.

In order to provide additional insights into genetic mechanisms controlling fruit quality in tomato fruit, in a previous work (Di Matteo et al. 2010) we investigated the fruit transcriptome of a *Solanum pennellii* introgression line (IL12-4) that exhibited a higher ascorbate content than the control variety, M82. This work highlighted the link between genes associated with cell wall catabolism, ethylene, and genes involved in ascorbate pathways. Thus, to explore further mechanisms controlling fruit quality traits in tomato, in the present work we investigated the fruit transcriptome of an additional introgression line (IL10-1) that produces a lower level of ascorbate than the parental cultivated variety M82. In particular, genes and molecular networks mapping to glyoxylate pathways have been involved for the first time in controlling the ascorbate level in tomato fruit. This is discussed according to a model that explains the control of ascorbate level by regulating the steady-state level of specific mRNAs. Indeed, candidate mRNAs in controlling ascorbate level in IL10-1 reported here are expected to drive new strategies of precision breeding aimed at engineering the tomato for quality fruit.

## Materials and Methods

### Plant Material

The tomato introgression line IL10-1 and its parental genotypes *S. lycopersicum* cv. M82 and *S. pennellii* were cultivated over three consecutive years (2006–2008) in a greenhouse at the Department of Soil, Plant, Environmental, and Animal Production Sciences at the University of Naples (Portici, Italy), as previously described (Di Matteo et al. 2010). IL10-1 (accession LA4102) is a green shoulder red-fruited tomato containing a 43 cM homozygous introgression from *S. pennellii* (acc. LA0716) in an *S. lycopersicum* cv. M82 background (acc. LA3475) (Eshed and Zamir 1995). LA0716 is a homozygous, self-fertile indeterminate accession from Atico, Peru, with green fruits. M82 is a determinate, red-fruited tomato used for processing. All seeds were provided by the C. M. Rick Tomato Genetics Resource Center at the University of California (Davis).

Fruits were collected from IL10-1 and its cultivated parent when 75 % were full sized and red-ripe, softening had increased, and the inside of the columella was completely red. For both lines, three samples were collected within each year. Samples were generated by pooling ripe fruit from the same plant and discarding the seeds, jelly parenchyma, columella, and placenta tissues. Frozen samples under liquid nitrogen were stored at −80 °C prior to homogenization in a Waring blender and processing for the extraction of total RNA and ascorbate.

### Phenotypic Evaluation

Ascorbate levels in the pericarp of red-ripe fruit were measured using the procedure described by Di Matteo et al. (2010). Statistical analysis was performed using SPSS 15.0 for Windows (evaluation version release 15.0.0). The significance of genotype with respect to ascorbate level in fruit over three consecutive greenhouse trials was determined by comparing mean levels in IL10-1 and M82 samples using a univariate ANOVA. Because ascorbate revealed a significant interaction between genotype and year (*P* < 0.05), an independent-sample Student’s *t*-test was used to compare IL10-1 to the M82 reference within each trial.

### Transcriptomic Analysis

A microarray experiment was designed and conducted according to the MIAME guidelines (www.mged.org/miame) on a 90K TomatArray 1.0 microarray synthesized using the CombiMatrix platform at the Plant Functional Genomics Center of the University of Verona (http://ddlab.sci.univr.it/FunctionalGenomics/), as previously described by Di Matteo et al. (2010).

Total RNA used for downstream microarray hybridization and qPCR validation was extracted from frozen, homogenized, and powdered fruit tomato samples of genotypes IL10-1 and M82 using the CTAB (hexadecyltrimethylammonium bromide) method described by Griffiths et al. (1999). Within each line, three samples per trial (2007 and 2008) were assembled and each sample was obtained by pooling 3-5 red-ripe fruit from a single plant. Antisense RNA (aRNA) was obtained using the SuperScript Indirect RNA Amplification System Kit (Invitrogen), and labeling was performed by incorporating Alexa Fluor 647 Reactive Dye. Prehybridization, RNA fragmentation, hybridization with 3 μg labeled and fragmented aRNA, and posthybridization washes were performed according to CombiMatrix protocols (http://www.combimatrix.com/docs/PTL020_00_90K_Hyb_Imaging.pdf).

Imaging of the microarray slides was performed using a Perkin Elmer ScanArray 4000XL and the accompanying acquisition software (ScanArray Express Microarray Analysis System version 4.0). The resulting TIFF images were processed to extract raw data using the CombiMatrix Microarray Imager software version 5.8.0. Signal probe medians and standard deviations were imported into the SPSS software, and normalization was achieved by correcting each probe mean based on the ratio between the median of the array and the average median of arrays. Following data normalization and quality control, all values were log transformed (base 2). Finally, probe signals with a variability coefficient higher than 0.5, as well as spikes and factory probes, were filtered out. Also, probes with signal intensities in the uppermost and lowermost 10 % of values were deleted. The microarray data were deposited in the Gene Expression Omnibus under the series accession GSE26962. Differential signals in the IL10-1 versus M82 fruit transcriptomes were identified using the two-factor ANOVA module in the TIGR MultiExperiment Viewer version 4.5 (MeV, part of the TM4 software suite at http://www.tm4.org/mev/). Because small changes in gene expression might underlie differences in ascorbate accumulation, differentially expressed transcripts were not filtered using a fold-change threshold, and differences were considered irrespective of the intensity of the change. Hierarchical clustering of differentially expressed signals was achieved using the Pearson correlation as a metric to investigate gene expression coregulation. In addition, a relevance network analysis was carried out on microarray normalized data from all 233 probes that previously showed statistically significant variation in their expression, as a result of running the two-factor ANOVA module. The network was generated using the Pearson correlation as the metric and retaining only probes correlated with an *R* ^2^ range of 0.92–1.0.

Blast2GO (http://blast2go.bioinfo.cipf.es/) was used to provide automatic high throughput annotation, gene ontology mapping, and categorization of tentative consensus (TC) transcripts showing differential transcription signals. Manually curated annotation was performed for those sequences that were not automatically annotated through similarity matching in the NCBI’s nonredundant database. In particular, a number of sequences were processed manually using the similarity search tools BlastX (http://blast.ncbi.nlm.nih.gov/Blast.cgi) and/or SGN Blast (http://sgn.cornell.edu/tools/blast/). In each case, an expectation threshold of 10^−10^ was used. Sequences were also mapped to chromosomes on the tomato genome sequence release 2.40 by performing a multi-Blast search in the Sol Genomics Network Database (http://sgn.cornell.edu/tools/blast).

The expression profiles of a group of TC transcripts considered to be key control points for ascorbate accumulation were validated by real-time quantitative RT-PCR in a 7900HT Fast Real-Time PCR System (Applied Biosystems). Moreover, to assay the reproducibility of the microarray experiment, we performed RT-qPCR on 86 transcripts; 69 of them confirmed the expression pattern shown by microarray analysis. Primer pairs (Table 1) were validated using a standard curve over a dilution range of 1–10^−3^ (*R* ^2^ > 0.98; slope close to −3.32). Amplification was performed in 12.5 μl reaction volumes using a Power SYBR Green PCR Master Mix (Applied Biosystems). Relative quantification was achieved by the ΔΔC_T_ method (Livak and Schmittgen 2001). The assembly of reactions in a 96-well plate format was automated with a Tecan FreedomEvo 150 liquid handler.

**Table 1:** Primer pairs used for qPCR validation of genes involved in ascorbate accumulation

TIGR ID	Forward primer	Reverse primer
TC178207	5′-ggatgcaagtggatatgctg-3′	5′-gaaatgaggatggtgttctgg-3′
TC177287	5′-tcccatgctgaggcaacttc-3′	5′-gggcaattccatctccaagag-3′
TC182471	5′-gccatccattggcattcct-3′	5′-tgaaccattagcccagtggg-3′
TC180820	5′-ccaagccattgaattagcatt-3′	5′-caggcctcggtagcaatatg-3′
TC190330	5′-tggcgaaagaggaatctgtt-3′	5′-tccagttcttcaaacccacag-3′
TC190409	5′-cgtttgccaagtaaccaaca-3′	5′-catgactcgtaatggtcgtatca-3′
TC172563	5′-cgtatccccgtgttcctgg-3′	5′-gcccaataaacacgcctgat-3′

## Results

### Phenotypic Characterization

Compared with the parental line M82, IL10-1 showed a significantly reduced level of fruit ascorbate content over three consecutive trials (Fig. 1). The average ascorbate concentration in red-ripe M82 fruit was 122 μg g^−1^ fresh weight, whereas in IL10-1 it was 62 μg g^−1^ fresh weight. This difference was statistically significant (univariate ANOVA procedure; *F*_1,31_ = 56.56; *P* < 0.001). A significant difference among years was also observed (*F*_2,31_ = 3.33; *P* < 0.05), but the interaction genotype × year over the three consecutive trials was not significant (*F*_2,31_ = 0.441; *P* > 0.05). Within each trial, the ascorbate level in the IL10-1 fruit was significantly lower than in M82 (Student’s *t*-test, *P* < 0.001). Indeed, the ascorbate content on average was 58 % lower in IL10-1 fruit than in M82 in 2006, 53 % lower in 2007, and 40 % lower in 2008. Therefore, the introgression from the *S. pennellii* genome into IL10-1 contributes to lower fruit ascorbate content at the red-ripe stage, providing evidence that a QTL in this region negatively affects ascorbate concentration in the fruit.

**Fig. 1:**
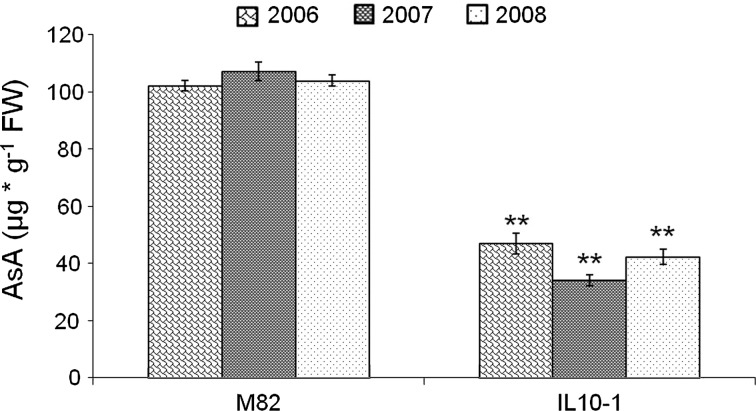
Ascorbate concentration in red-ripe fruit from the tomato lines M82 and IL10-1. Concentrations are expressed as μg g^−1^ fresh weight (FW); mean values ± SE are reported for three years (2006, 2007, 2008); **statistically significant difference at *P* < 0.001, Student’s *t*-test

### Comparative Microarray Analysis

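Red-ripe fruit pericarp of IL10-1, a line that carries a segment of chromosome 10 of the wild species Solanum pennellii in the background of the cultivar M82, was compared with that of M82. RNA of 6 plants per line, 3 grown in 2007 and 3 in 2008, was hybridized to 1 array per plant, and each array was scanned at a high and a low gain of the photomultiplier, which gave 24 scans. The deposited table holds the authors' log2 values for 20201 transcripts, each named by its tentative consensus (TC) number. By the methods, the authors scaled the scans by their medians and left out probes whose replicate spots varied strongly and the uppermost and lowermost values. The table holds 9836 to 16162 values per scan. Several low-gain columns still hold values at the scanner's floor, 1804 of them for IL10-1 plant 2. The medians of the table's columns still ranged from 8.60 to 9.24 on the log2 scale at high gain and from 7.82 to 9.20 at low gain, so the scans of each gain were brought to a common median, and both scans of a plant were averaged as 1 replicate. A transcript was tested where at least 2 plants per line and year had a value. That held for 15766 transcripts, 7677 from both scans, 5868 from the high-gain scans and 2221 from the low-gain scans. IL10-1 was compared with M82 with limma, with the year as a covariate and Benjamini-Hochberg adjustment over all transcripts tested, and log2 fold changes are IL10-1 minus M82. For the IL10-1 plants the scanner's own intensity values are at hand as well, and 11 of their 12 columns equal these up to 1 factor per scan, within 0.01 on the log2 scale. The low-gain column of IL10-1 plant 1 does not: 0.783% of its values matched. The table was used as deposited, and where the call of a named transcript changes with this 1 scan taken from the scanner file, that value is given as well. The high-gain column of M82 plant 2 holds 205 values at its minimum and its low-gain column 1, the reverse of most plants, and whether their labels were exchanged stays open. They were used as labelled, and 23 transcripts were called with these columns exchanged, 22 of them among the 24. A line counted as not above background where none of its arrays exceeded the 95th percentile of the 35 negative control probes, and its fold change is given as a lower bound against that limit. These controls are at hand for the IL10-1 arrays alone, so M82 was held against the average of the IL10-1 limits. Where only some arrays of a line exceeded it, the measured value is given. Sets of transcripts were tested with limma's camera against the other transcripts of Supplementary Table 1.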

Transcriptomic analysis revealed 233 mRNA sequences that were differentially expressed between IL10-1 and M82 (Supplementary Table 1). These sequences accounted for 1.15 % of those represented on the TomatArray 1.0 chip; 84 (36 %) of them were upregulated and 149 (63.9 %) were downregulated in IL10-1. 

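Of the 15766 transcripts tested, 3 rose and 21 fell in IL10-1 at an adjusted p under 0.05 from limma, and all 24 had the same direction in both years. The 3 that rose were a tyrosine aminotransferase (TC180820), an endoribonuclease of the L-PSP family (TC172641) and TC178746, a protein tyrosine phosphatase, an enzyme class that removes phosphate from tyrosine residues of proteins. TC178746 was at least 1.69-fold higher in IL10-1 (adjusted p = 0.000850), with M82 not above background. Among the falls, TC184292, a protein with transducin WD40 repeats that maps to the introgression, was at least 4.76-fold lower (adjusted p = 0.000139), and TC181468, an inorganic pyrophosphatase, which splits pyrophosphate into phosphate, was at least 4.35-fold lower (adjusted p = 0.00442). For TC184292, as for other falls on the introgression, lower expression cannot be told apart from a probe mismatch with the S. pennellii allele. TC176706, a malonyltransferase of quercetin glucosides, also maps to the introgression. It had a log2 fold change of -3.28 (standard error 0.41, adjusted p = 0.0104) and was lower in 5 of 5 IL10-1 plants with a value, plant 1 lying above the others. Its call was lost without IL10-1 plant 5. The adjusted p of TC176706 was 2.10e-05 with the low-gain scan of plant 1 from the scanner file. TC178916, a glycine-rich RNA-binding protein, had a log2 fold change of -2.70 (standard error 0.39, adjusted p = 0.0139). Of the 24 calls, 11 held in each of the 12 refits that leave out 1 plant, whose counts ranged from 12 without IL10-1 plant 5 to 38 without IL10-1 plant 1 and were 13 to 15 without IL10-1 plant 2, 3, 4 or 6 or M82 plant 2, 3 or 6. With the low-gain scan of IL10-1 plant 1 taken from the scanner file, an alternative added after the values were seen, 10 transcripts rose and 40 fell, the 24 among them.

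**Figure D1:**
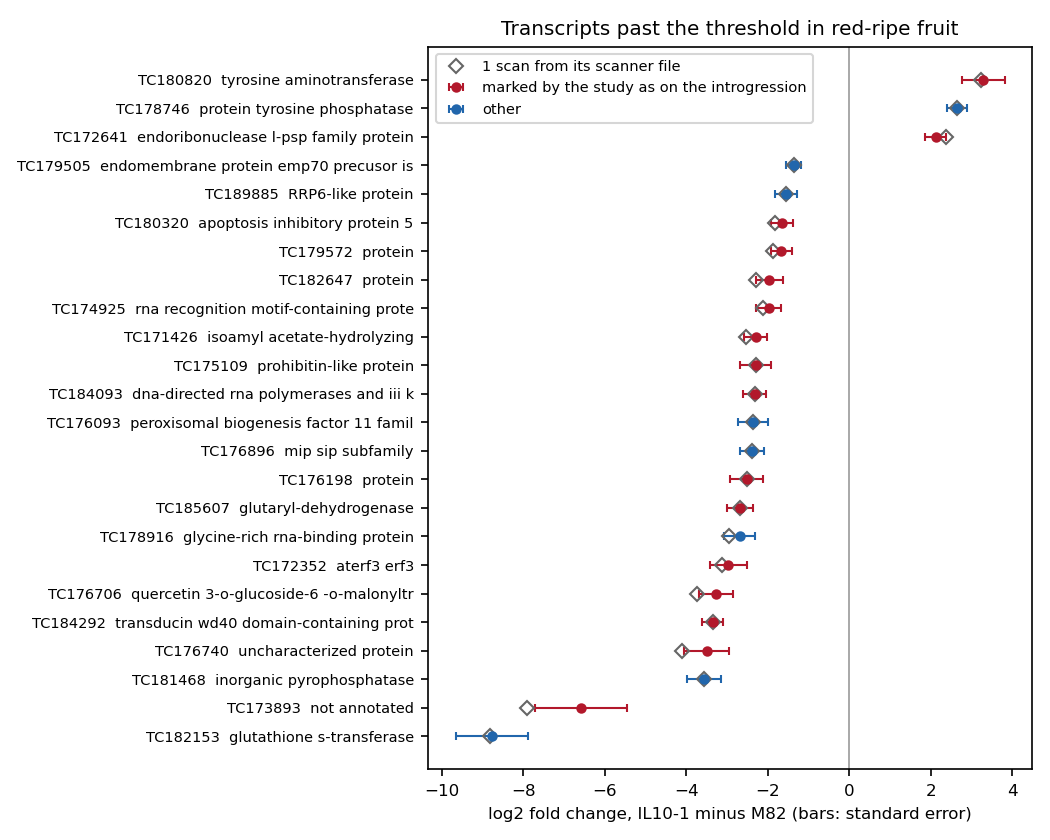
Log2 fold change (IL10-1 minus M82, horizontal axis) of the 24 transcripts past the threshold, with standard errors as bars. Red points are transcripts that the study marks as mapping to the introgression, blue points are the others, and open diamonds give the value with the low-gain scan of IL10-1 plant 1 from its scanner file. 3 points lie above 0 and 21 below.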

Of the differentially expressed sequences, 18 % significantly matched (*e* value < 1 × 10^−10^) with sequences generically annotated as protein in the NCBI’s nonredundant database, whereas 6.9 % showed no matches and were thus reported as nonannotated. They were distributed in GO categories according to biological process, molecular function, and cellular component vocabularies (Supplementary Figs. 1–3).

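None of the annotations of the 233 transcripts of Supplementary Table 1 matched the list for ascorbate biosynthesis or that for ascorbate oxidation and recycling (0 members each), and the list for catalase and superoxide dismutase, which remove hydrogen peroxide and superoxide, had 0 members as well. Transcripts of that table annotated only as protein, or not at all, cannot be placed by such a match. Of the 15535 tested transcripts outside the table, limma called 0 at an adjusted p under 0.05, and 561 had an unadjusted p under 0.05. A 2-factor analysis of variance without moderation found 59 at an unadjusted p under 0.01 and 0 after adjustment. Chance gives 788.3 and 157.66 at these 2 unadjusted levels over all 15766 tested. The study had taken its transcripts out of this set at P under 0.01 on these samples, so few calls were bound to be left in it. The files pair no gene names with the transcripts outside Supplementary Table 1, so no level of a named ascorbate gene can be given. In simulated data with the spread of these arrays, limma recovered 83% of 100 transcripts changed by 2 on the log2 scale and 24% of 100 changed by 1, so a difference of the smaller size would mostly not have been detected. More transcripts were changed there than the 24 called here, which loosens the adjusted threshold, so both shares may be too high.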

Even though the TomatArray 1.0 chip contains an exhaustive coverage of expressed sequences related to ascorbate alternative biosynthetic pathways, oxidation, and recycling, including those reported by Zou et al. (2006) and Ioannidi et al. (2009), our experiment did not identify differences in the expression of any of these sequences, as was also confirmed by qPCR validations carried out on a set of genes belonging to these pathways (data not shown). This suggests that reduced ascorbate level in IL10-1 fruit was not affected by transcriptional mechanisms operating within ascorbate biosynthetic pathways.

To gain additional insights on transcriptional mechanisms controlling ascorbate accumulation, we used hierarchical clustering and relevance networks to investigate the correlation among differentially expressed transcripts. 

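All 15 transcripts that Table 2 assigns to cluster 2 had a higher mean in IL10-1. A tyrosine aminotransferase and an endoribonuclease of the L-PSP family, 2 of the 15, rose, and the other 13 did not pass the test. Of 2 transcripts with an ethylene annotation, TC172352, annotated as the ethylene response factor ERF3, a transcription factor, fell with a log2 fold change of -2.97 (standard error 0.45, adjusted p = 0.0340), with M82 plant 6 above the other M82 plants. TC172352 maps to the introgression, so lower expression cannot be told apart from a probe mismatch with the S. pennellii allele. TC174512, a transcription factor with an AP2/ERF domain, had a log2 fold change of 0.94 (standard error 0.29, adjusted p = 0.669), and 1 of these rose and 1 fell when adjusted over the list alone, both being transcripts that the study selected on these samples. TC176093, a peroxisomal biogenesis factor of the PEX11 family, whose members take part in peroxisome division, was at least 1.28-fold lower in IL10-1 (adjusted p = 0.0323), and IL10-1 plant 5 lay above the other IL10-1 plants. The mean correlation between pairs of the 15 transcripts over the plants was 0.658, and 0.154 with the line means removed, at percentile 54.0 of 10000 random sets of 15 transcripts higher in IL10-1. The study chose the 15 on these samples, so their shared direction is not independent evidence. The call of TC172352 was lost without IL10-1 plant 2, 4, 5 or 6 or M82 plant 2, 4, 5 or 6, and that of TC176093 without IL10-1 plant 1, 3, 4 or 6 or M82 plant 1, 2, 4 or 6.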

In the cluster analysis, cluster 2 contains upregulated sequences in IL10-1 fruit linking genes involved in carbohydrate (glycolysis and the citric acid cycle) and amino acid catabolism with ethylene and defense responses, whereas cluster 5 mainly includes sequences related to peroxisome metabolism and biogenesis, such as a glycolate oxidase and a peroxisomal biogenesis factor (Supplementary Fig. 4). The relevance networks visually link 22 TC transcripts with strongly correlated transcriptional patterns (Supplementary Fig. 5). In particular, 17 of the sequences mapped to the introgression 10-1, 3 sequences to chromosome 10 outside the introgression 10-1 (TC179505, TC189885, and TC177168), and one each to chromosomes 1 (TC180796) and 12 (TC174331).

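Of the 22 transcripts of the study's network, 9 fell, none rose and 13 did not pass the test, and all 22 were lower in IL10-1 when adjusted over the list alone. TC171426, annotated as an isoamyl acetate-hydrolyzing esterase, an enzyme class that splits acetate esters, had a log2 fold change of -2.30 (standard error 0.28, adjusted p = 0.00442) and was lower in 6 of 6 IL10-1 plants. TC176740, an uncharacterized protein, had a log2 fold change of -3.50 (standard error 0.56, adjusted p = 0.0318), with IL10-1 plant 1 above the others. It was read from low-gain scans, and with that scan of plant 1 from the scanner file limma gave an adjusted p of 7.09e-06. Among the 12 refits of the deposited values without 1 plant, its call held only without IL10-1 plant 1 or M82 plant 2. Both TC171426 and TC176740 map to the introgression, where lower expression cannot be told apart from a probe mismatch with the S. pennellii allele. As a set the 22 stood below the other transcripts of Supplementary Table 1 (camera, adjusted p = 1.39e-05), and adjusted p = 0.161 with an estimated correlation. Among 231 tested transcripts of Supplementary Table 1, 42 pairs had an R2 of at least 0.92 over at least 8 shared plants, 36 with a positive and 6 with a negative correlation. These pairs linked 44 transcripts, 16 of them on the introgression and 10 of them among the study's 22. With the line means removed, 8 pairs reached that R2, 5 of which are among the 42, and they linked 11 transcripts, 5 of the study's among them. Some of these pairs join glycolate oxidase (TC172563), TC173893 and TC176740 to each other. For these transcripts IL10-1 plant 1 lay far above the other IL10-1 plants in the deposited values. Its low-gain column does not follow its scanner file, so such pairs may reflect that 1 column and do not show covariation beyond the line difference. The study chose the 22 on these samples, so their shared direction is not independent evidence. Taking the low-gain scan of IL10-1 plant 1 from the scanner file, 14 of the 22 fell and 8 did not pass, with the predicted protein TC173447 (adjusted p = 0.00218, against 0.0911) and TC181272, which has an OB-fold domain (adjusted p = 0.0275, against 0.294), among the falls, and camera gave an adjusted p of 3.49e-08, and adjusted p = 0.0462 with an estimated correlation. The count of pairs was then 85, and it was 90 without that plant, 65 without M82 plant 4 and 68 without M82 plant 5.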

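Of the 61 tested transcripts that Supplementary Table 1 marks as mapping to the introgression, 49 (80.3%) were lower in IL10-1, against 98 of 170 others (57.6%), an odds ratio of 2.99 (Fisher's exact test, 2-sided, p = 0.00178). The threshold was passed by 16 of the 61, of which 2 rose and 14 fell, and by 8 of the 170, of which 1 rose and 7 fell (Fisher's exact test, 2-sided, p = 1.36e-05). For the falls on the introgression, lower expression cannot be told apart from a mismatch of the probe with the S. pennellii allele. No S. pennellii sequence was used. Among the network transcripts on the introgression, TC180320, an apoptosis inhibitory protein of the API5 type, had a log2 fold change of -1.66 (standard error 0.27, adjusted p = 0.0323), with IL10-1 plant 1 above the other IL10-1 plants. Outside it, TC179505, an endomembrane protein of the EMP70 family, was at least 1.29-fold lower (adjusted p = 0.00944). TC189885, an RRP6-like protein, whose yeast relative is a subunit of the RNA exosome, was at least 2.12-fold lower (adjusted p = 0.0409). TC174331, a pollen-specific protein with a C2 domain, had a log2 fold change of -0.62 (standard error 0.24, adjusted p = 0.892), and TC180796, a phospholipase C, had an adjusted p of 0.805 with IL10-1 not above background. Camera gave p = 0.000511 for the introgression set, and p = 0.0432 with an estimated correlation, and as the study chose all of these transcripts on these samples, the comparison is no independent test. With the low-gain scan of IL10-1 plant 1 from the scanner file, 29 of the 61 passed the threshold (7 rose, 22 fell) and 21 of 171 others (3 rose, 18 fell). TC180320 then had an adjusted p of 0.00266 from limma. Among the 12 refits without 1 plant, the call of TC189885 held only without M82 plant 5, and that of TC180320 only without IL10-1 plant 1 or M82 plant 4.

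**Figure D2:**
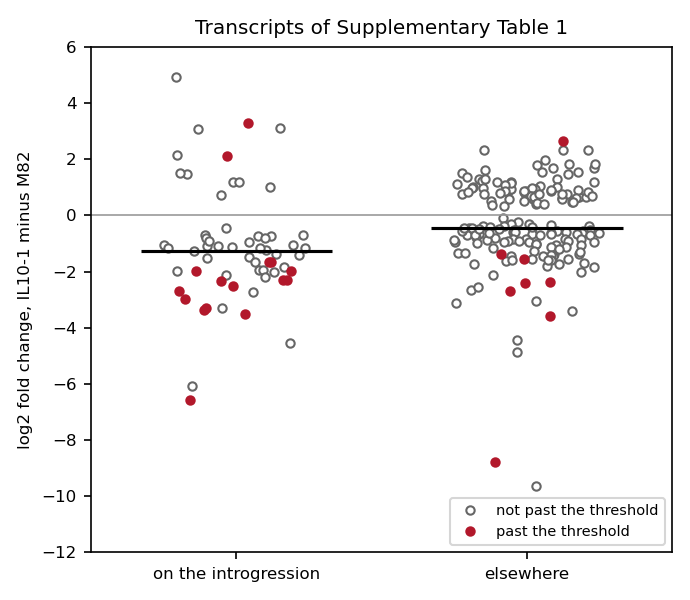
Log2 fold change (IL10-1 minus M82, vertical axis) of the 231 tested transcripts of Supplementary Table 1, by whether the study marks them as mapping to the introgression. Each point is 1 transcript, filled red if past the threshold, and horizontal lines are medians. 49 of 61 points on the introgression and 98 of 170 elsewhere lie below 0.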

Altogether, these transcripts could be relevant key elements in reducing ascorbate content in IL10-1 red-ripe fruit. Indeed, based on functional annotation, gene ontology classification, clustering, and networking, a subset of the 233 differentially expressed TC transcripts (Table 2) was selected to develop a model that could explain the lower ascorbate content in IL10-1. Within this selected group, four transcripts fell in glycolysis, five in fatty acid biosynthesis, five in the tricarboxylic acid cycle, five in glyoxylate metabolism, and six in the antioxidant system. 

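In the re-analysed arrays, all 25 transcripts of Table 2 had the direction that the study gives, and 2 rose, 1 fell and 22 did not pass the test over all transcripts. The tyrosine aminotransferase TC180820 of the tricarboxylic acid cycle group and the endoribonuclease TC172641 of the glyoxylate group rose, and the glutathione S-transferase TC182153 of the antioxidant group fell. When adjusted over the list alone, 4 of 4 glycolysis transcripts, 4 of 5 fatty acid transcripts (the other fell) and 5 of 5 transcripts of the tricarboxylic acid cycle rose, while 6 of 6 antioxidant transcripts fell. In the glyoxylate group, 2 rose and 2 fell on that list alone. Camera gave an adjusted p of 0.507 for the glyoxylate group and 0.0701 for the antioxidant group. As the study chose these transcripts on the same samples, their directions are not independent evidence. With the low-gain scan of IL10-1 plant 1 from the scanner file, 6 rose, 4 fell and 15 did not pass. From the annotation, ontology classes, clusters and network of such transcripts, the paper proposes a model of the lower ascorbate content of IL10-1.

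**Figure D3:**
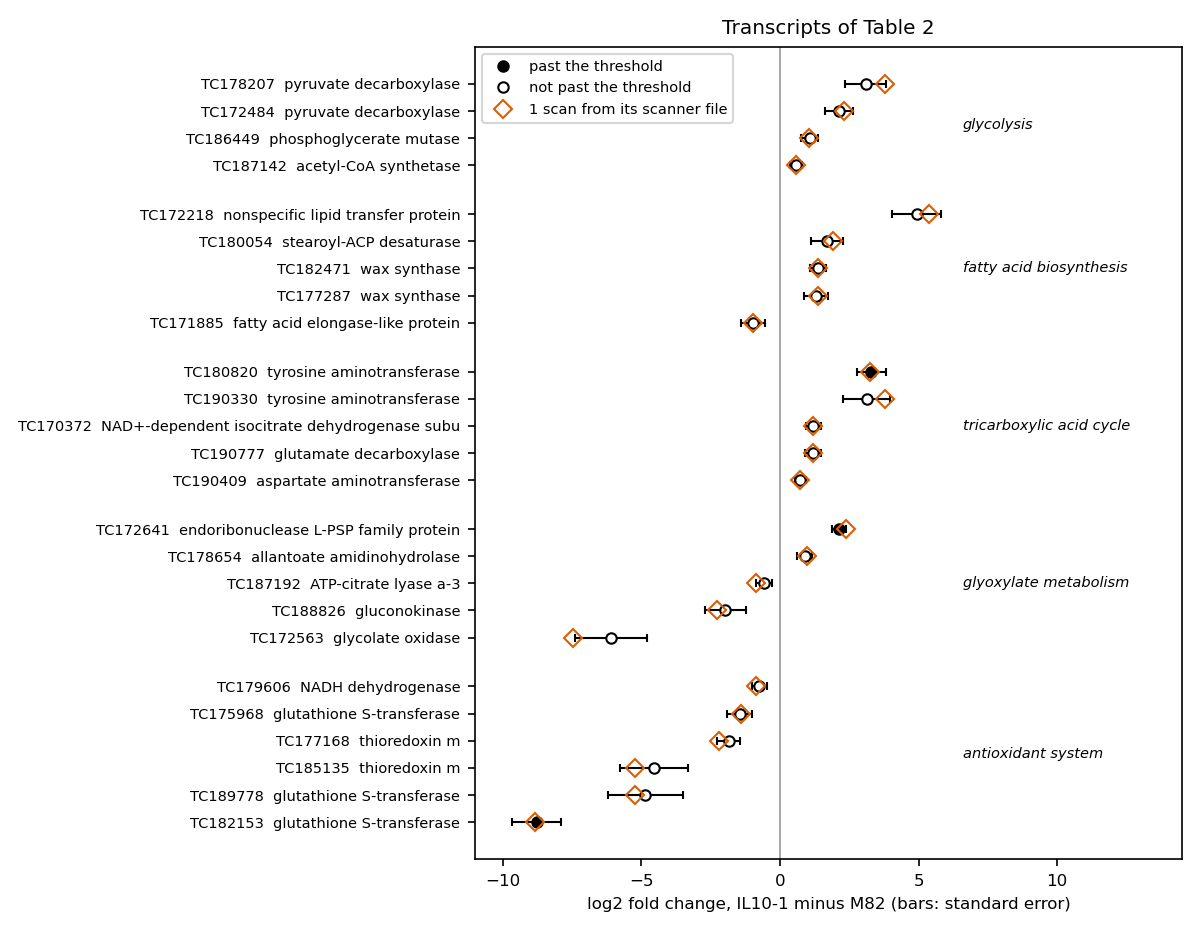
Log2 fold change (IL10-1 minus M82, horizontal axis) of the 25 transcripts of Table 2 by group, with standard errors as bars. Filled points passed the threshold, open points did not, and orange diamonds give the value with the low-gain scan of IL10-1 plant 1 from its scanner file. 3 points are filled.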

Most transcripts relevant to explaining the IL10-1 fruit phenotype were also validated in their expression pattern by real-time RT-qPCR (Fig. 2). Besides those, 89 more transcripts were analyzed, and 69 of them confirmed their pattern of expression according to microarray analysis, thus revealing 80 % concordance between data obtained from microarray and RT-qPCR analyses.

**Table 2:** Differential expression of transcripts involved in the genetic control of ascorbate content in fruit of tomato lines IL10-1 and M82

TIGR ID	IL10-1 versus M82 expression^a^	Chromosome location^b^	Cluster^c^	Annotation
Glycolysis				
TC172484	+	10^b^	2	Pyruvate decarboxylase
TC178207	+	10^b^	2	Pyruvate decarboxylase
TC186449	+	6	2	Phosphoglycerate mutase
TC187142	+	1	2	Acetyl-CoA synthetase
Fatty acid biosynthesis				
TC171885	−	9	5	Fatty acid elongase-like protein
TC172218	+	10^b^	2	Non-specific lipid transfer protein
TC177287	+	1	2	Wax synthase
TC180054	+	6	2	Stearoyl-acp desaturase
TC182471	+	1	2	Wax synthase
Tricarboxylic acid cycle				
TC170372	+	10^b^	2	NAD^+^-dependent isocitrate dehydrogenase subunit 1
TC180820	+	10^b^	2	Tyrosine aminotransferase
TC190330	+	10^b^	2	Tyrosine aminotransferase
TC190409	+	7	2	Aspartate aminotransferase
TC190777	+	1	2	Glutamate decarboxylase
Glyoxylate metabolism and peroxisome-related processes				
TC172563	−	10^b^	5	Glycolate oxidase
TC172641	+	10^b^	2	Endoribonuclease l-psp family protein
TC178654	+	2	2	Allantoate amidinohydrolase
TC187192	−	1	3	ATP-citrate lyase a-3
TC188826	−	10^b^	6	Gluconokinase
Antioxidant system				
TC175968	−	1	1	Glutathione *S*-transferase
TC177168	−	10	5	Thioredoxin m
TC179606	−	10^b^	3	NADH dehydrogenase
TC182153	−	1	3	Glutathione *S*-transferase
TC185135	−	10^b^	6	Thioredoxin m
TC189778	−	1	1	Glutathione *S*-transferase

^a^According to microarray results; + upregulated, − downregulated

^b^Physically mapping on introgression 10-1 of the tomato genome; release 2.40

^c^From hierarchical clustering in Supplementary Fig. 4

**Fig. 2:**
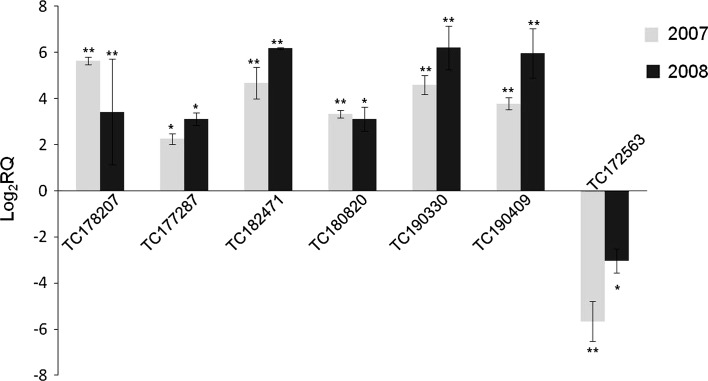
Validation of differential expression of seven TC transcripts by qRT-PCR. The relative quantification (RQ) of transcripts between tomato lines IL10-1 and M82 was evaluated in years 2007 (*gray bar*) and 2008 (*black bar*). Mean values ± SE are shown. *Asterisks* indicate statistically significant differences: *0.01 < *P* < 0.05; **P < 0.01; Student’s *t*-test

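The pyruvate decarboxylases, which turn pyruvate into acetaldehyde on the way to ethanol, had the largest differences of the glycolysis group. TC178207 had a log2 signal of 13.34 ± 1.64 in IL10-1 and 10.26 ± 1.18 in M82 (SD, 6 plants per line), a log2 fold change of 3.09 (standard error 0.73, adjusted p = 0.281 from limma). TC172484 had a log2 fold change of 2.14 (standard error 0.50, adjusted p = 0.269). The phosphoglycerate mutase TC186449, a glycolytic enzyme, had a value of 1.07 on the same scale (standard error 0.30, adjusted p = 0.405). TC187142, an acetyl-CoA synthetase, which makes acetyl-CoA from acetate, had 0.59 (standard error 0.22, adjusted p = 0.868). None of these 4 passed the test over all transcripts, and camera for the group gave an adjusted p of 0.0410, and adjusted p = 0.161 with an estimated correlation. In the list of glycolysis and fermentation, whose members here are limited to transcripts that the study selected on these samples, both pyruvate decarboxylases and an enolase (TC175863, adjusted p = 0.661, IL10-1 not above background) were measured, 0 of 3 passed, and 2 rose and 1 fell when adjusted over the list alone (camera, adjusted p = 0.307). Both pyruvate decarboxylases were read from low-gain scans, and with that scan of IL10-1 plant 1 from the scanner file TC178207 had an adjusted p of 0.00295 and TC172484 of 0.0256. Both calls were likewise made when IL10-1 plant 1 was left out.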

As for transcripts likely involved in glycolysis (Fig. 3), the microarray experiment revealed the upregulation of a phosphoglycerate mutase (TC186449), two pyruvate decarboxylases (TC172484 and TC178207), and an acetyl-CoA synthetase (TC187142). The four upregulated transcripts belong to cluster 2, and two of them mapped to the introgression 10-1. Their overexpression could reflect an increased supply of acetyl-CoA, which suggests that carbohydrate pool depletion could contribute per se to lower ascorbate accumulation. The extra pool of acetyl-CoA could be channeled toward fatty acid biosynthesis or could increase the tricarboxylic acid flux. 

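TC172218, a nonspecific lipid transfer protein, a class of small proteins that bind and carry lipids, had the largest difference among 5 transcripts of lipid synthesis and transport. Its log2 signal was 15.67 ± 1.38 (SD, 6 plants) in IL10-1 and 10.76 ± 1.90 (SD, 5 plants) in M82, a log2 fold change of 4.93 (standard error 0.88, adjusted p = 0.0622 from limma). IL10-1 plants 4, 5 and 6, at 16.64, 16.37 and 16.56, stood at the scanner's ceiling, so the mean of IL10-1 is a lower bound. The wax synthases TC182471 and TC177287, which join fatty alcohols and acids to wax esters, had log2 fold changes of 1.37 (standard error 0.29, adjusted p = 0.203) and 1.30 (standard error 0.42, adjusted p = 0.750). The stearoyl-ACP desaturase TC180054, which puts a double bond into stearate, had one of 1.70 (standard error 0.57, adjusted p = 0.773). For TC171885, a fatty acid elongase-like protein, it was -0.96 (standard error 0.43, adjusted p = 0.926), with -2.13 in 2007 and 0.22 in 2008 and an adjusted p of 0.995 for the interaction with year, and 1 of 6 IL10-1 arrays was above background. TC172218 had 2.99 in 2007 (adjusted p = 0.564) and 7.37 in 2008 (adjusted p = 0.0467), with an adjusted p of 0.995 for the interaction. All IL10-1 plants of 2008 were at the ceiling, so 7.37 is a lower bound. Their spread is clipped, which the tests do not take into account. Over both years none of the 5 passed the test (camera for the group, adjusted p = 0.0601). In the list of fatty acid and wax synthesis, 0 of 4 passed and all 4 rose when adjusted over the list alone, although the study selected them on these samples, so that this count is not independent evidence, with an adjusted p of 0.0274 from camera and adjusted p = 0.184 with an estimated correlation. TC172218 had an adjusted p of 0.00357 with the low-gain scan of IL10-1 plant 1 from the scanner file, and it and TC182471 were called without that plant.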

The first flux is supported by changes in the expression of transcripts annotated as stearoyl-acp desaturase (TC180054), fatty acid elongase-like protein (TC171885), nonspecific lipid transfer protein (TC172218), and wax synthase (TC177287 and TC182471). The second is supported by the upregulation of an NAD^+^-dependent isocitrate dehydrogenase subunit 1 (TC170372), of a glutamate decarboxylase (TC190777), of two tyrosine aminotransferases (TC180820 and TC190330), and an aspartate aminotransferase (TC190409), which comprehensively contribute to increased ROS production.

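The tyrosine aminotransferase TC180820, which moves the amino group of tyrosine to 2-oxoglutarate, rose in IL10-1. Its log2 signal was 12.20 ± 0.74 in IL10-1 and 8.80 ± 1.09 in M82 (SD, 5 plants per line), a log2 fold change of 3.29 (standard error 0.52, adjusted p = 0.0409 from limma). The other one, TC190330, had a log2 fold change of 3.13 (standard error 0.85, adjusted p = 0.388), with IL10-1 plant 1 below the other IL10-1 plants. The glutamate decarboxylase TC190777, which makes GABA from glutamate, had a value of 1.19 (standard error 0.28, adjusted p = 0.281). The NAD-dependent isocitrate dehydrogenase subunit TC170372 was at least 1.20-fold higher (adjusted p = 0.218), with M82 not above background. The aspartate aminotransferase TC190409 had a log2 signal of 8.46 ± 0.12 (SD, 6 plants) in IL10-1 and 7.72 ± 0.24 (SD, 5 plants) in M82 (adjusted p = 0.405), and was above background on 1 of 6 arrays of IL10-1 and none of M82. In the list of amino acid transamination and GABA, likewise limited to transcripts selected on these samples, 1 of 4 rose and all 4 rose when adjusted over the list alone (camera, adjusted p = 0.0192, and adjusted p = 0.161 with an estimated correlation). For the group of 5 that the study chose on these samples, camera gave an adjusted p of 0.00844, and adjusted p = 0.123 with an estimated correlation. The call of TC180820 was lost without IL10-1 plant 2, 3, 4, 5 or 6 or M82 plant 1, 2, 3 or 6, and TC190330 had an adjusted p of 0.0342 with the low-gain scan of IL10-1 plant 1 from the scanner file.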

**Fig. 3:**
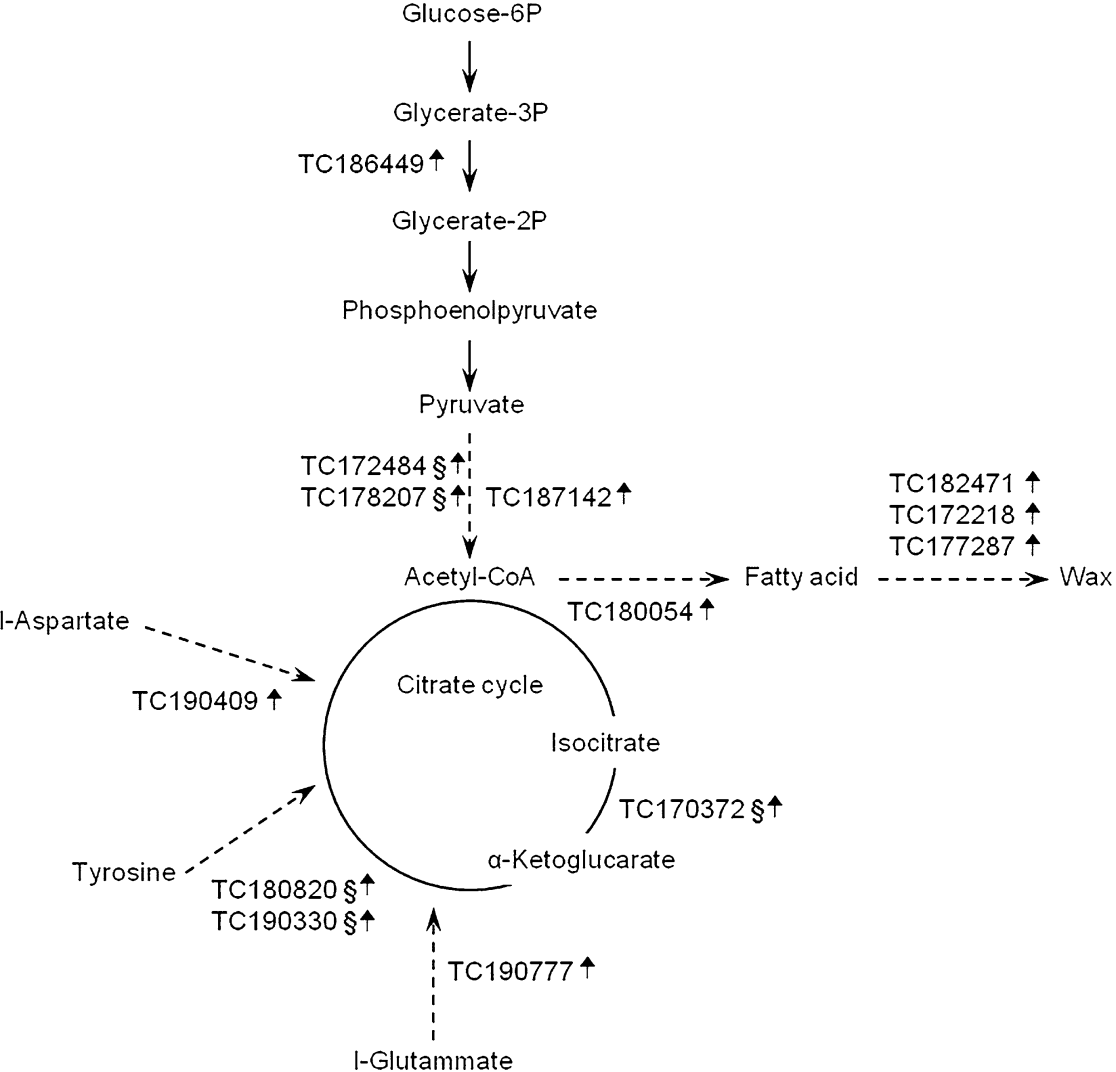
Network of genes mapping to glycolysis, fatty acid, and citrate cycle metabolism, illustrating changes in their expression between IL10-1 and M82. §, Transcript mapping on the introgression 10-1

Regarding glyoxylate metabolism (Fig. 4), the microarray experiment revealed the downregulation of a glycolate oxidase (TC172563) and a gluconokinase (TC188826), both mapping to the introgression 10-1 and probably involved in reducing the peroxisomal supply of glyoxylate. 

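Glycolate oxidase (TC172563), the peroxisomal enzyme that turns glycolate into glyoxylate, had a log2 signal of 1.80 ± 3.08 (SD, 6 plants) in IL10-1 and 7.89 ± 0.46 (SD, 4 plants) in M82 in the low-gain scans. With IL10-1 not above background by the scanner files, it was at least 2.54-fold lower (adjusted p = 0.218 from limma on the deposited values). It maps to the introgression, as does the gluconokinase, so lower expression cannot be told apart from a probe mismatch with the S. pennellii allele. In the deposited low-gain column, which does not follow its scanner file, IL10-1 plant 1 stood at 8.08, above the limit of 6.54, while the median of the other IL10-1 plants was 0.56. The gluconokinase TC188826, which phosphorylates gluconate, had a log2 signal of 7.16 ± 1.86 in IL10-1 and 9.24 ± 0.19 in M82 (SD, 5 plants per line). Its log2 fold change was -1.98 (standard error 0.74, adjusted p = 0.892), and it was lower in 5 of 5 IL10-1 plants, with plant 4 at the floor of the low-gain scan and 3 of 6 IL10-1 arrays above background. Of 2 transcripts in the list of glyoxylate and photorespiration, the PEX11 family factor fell and glycolate oxidase did not pass, and both fell when adjusted over the list alone, which is not independent evidence as the study selected them on these samples. For TC172563 the adjusted p was 1.81e-07 with the low-gain scan of IL10-1 plant 1 from the scanner file, and 1.07e-06 without that plant. For this transcript 5 IL10-1 plants were at the floor of the low-gain scans. The spread of IL10-1 is thus clipped, which these tests do not take into account.

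**Figure D4:**
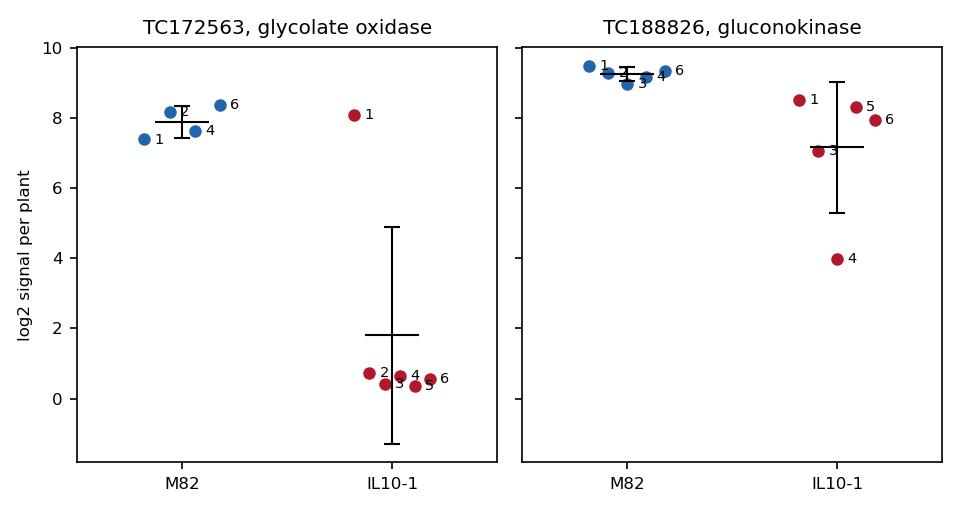
Log2 signal (vertical axis) of glycolate oxidase and gluconokinase in each plant of M82 (blue) and IL10-1 (red), labelled by plant number, with the mean and SD of each line. In the left panel, IL10-1 plant 1 lies at 8.08, level with the M82 plants.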

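Glycolate oxidase had 8 partners at an R2 of at least 0.92, the most of any transcript of Supplementary Table 1, over the plants of both lines together, and 3 with the line means removed. It had 15, again the most, with the low-gain scan of IL10-1 plant 1 from the scanner file, and likewise without this plant. Its closest partner was TC173893, a transcript without annotation on the introgression, which was at least 3.67-fold lower in IL10-1 (adjusted p = 0.0409 from limma). TC173893 and TC176740, an uncharacterized protein, had 6 partners each. Both glycolate oxidase and TC173893 lay near the floor of the low-gain scans in all IL10-1 plants but plant 1, whose deposited column does not follow its scanner file, so that values at the floor enter these correlations, and the lower bound takes the background from the scanner files. IL10-1 plant 1 also lay far above the others for TC176740. TC173893 and TC176740 are among the 3 partners left with the line means removed, so these links may rest on that 1 doubted column. The call of TC173893 held only without IL10-1 plant 1 among the 12 refits that leave out 1 plant. Its adjusted p was 1.81e-07 with the low-gain scan of that plant from the scanner file. With IL10-1 values at the floor the spread of that line is clipped, which the test does not take into account.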

The key role of glycolate oxidase (TC172563) is also evidenced by its node position in the relevance network analysis. In addition, the downregulation of a sequence annotated as ATP-citrate lyase (TC187192) also suggests decreased synthesis of glyoxylate within the cytoplasm. On the other hand, our results point out the upregulation of an allantoate amidinohydrolase (TC178654), which is likely to increase the synthesis of glyoxylate from purine precursors, and this is also supported by the upregulation of a sequence annotated as endoribonuclease l-psp family protein (TC172641), mapping to the introgression and likely involved in supplying increasing amounts of purine intermediates to the peroxisomal ROS-producing catabolism. Thus, the reduced glyoxylate pool may be compensated through an increased breakdown of purines that operates through the hydrogen peroxide-producing xanthine oxidase. 

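ATP-citrate lyase (TC187192), which splits citrate into oxaloacetate and acetyl-CoA in the cytosol, had a log2 signal of 8.71 ± 0.53 in IL10-1 and 9.13 ± 0.63 in M82 (SD, 5 plants per line). The log2 fold change was -0.58 (standard error 0.29, adjusted p = 0.926 from limma), -0.46 in 2007 and -0.70 in 2008. It did not pass the test, and was lower than the mean of M82 in 4 of 5 IL10-1 plants.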

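The endoribonuclease of the L-PSP family (TC172641), which maps to the introgression, rose in IL10-1. Its log2 signal was 11.26 ± 0.27 (SD, 6 plants) in IL10-1 and 9.15 ± 0.42 (SD, 5 plants) in M82, a log2 fold change of 2.11 (standard error 0.25, adjusted p = 0.00462 from limma), and all 6 IL10-1 plants were higher. TC178654, an allantoate amidohydrolase, which acts in the breakdown of purines by way of ureides, had a log2 fold change of 0.89 (standard error 0.28, adjusted p = 0.666). In the list of purine breakdown, 0 of 3 passed the test, and 1 rose and 2 fell when adjusted over the list alone (camera, adjusted p = 0.922), where the study's selection of these 3 on the same samples leaves no independent test. The 2 others of that list are adenosine deaminases, which turn adenosine into inosine. TC180327 had a log2 fold change of -1.09 (standard error 0.28, adjusted p = 0.345), and TC173444 was at least 1.10-fold lower (adjusted p = 0.329) with IL10-1 not above background. IL10-1 plant 3 lay above the other IL10-1 plants for TC173444, which was called without it. The other 3 IL10-1 plants with a value were at the floor of the low-gain scans. That call thus rests on clipped values. In the high-gain scans alone the difference was -1.61. Both adenosine deaminases map to the introgression, so lower expression cannot be told apart from a probe mismatch with the S. pennellii allele.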

As a consequence, the increased synthesis of glyoxylate from purines rather than from glycolate would also increase the production of ROS by-products. Also, reduced synthesis of glyoxylate might be compensated via ascorbate catabolism from oxalate (Yu et al. 2010), which could further reduce the ascorbate pool. 

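The transcript annotated as NADH dehydrogenase (TC179606), an enzyme of the respiratory chain that oxidizes NADH, had a log2 signal of 9.50 ± 0.59 (SD, 6 plants) in IL10-1 and 10.29 ± 0.40 (SD, 5 plants) in M82. The log2 fold change was -0.74 (standard error 0.28, adjusted p = 0.892 from limma), -0.70 in 2007 and -0.79 in 2008. It did not pass the test over all transcripts, was the 1 member of the list for mitochondrial respiration, and was lower than the mean of M82 in 5 of 6 IL10-1 plants, with plant 1 above the others. That plant's value includes the low-gain column that does not follow its scanner file, and with the scanner file the adjusted p was 0.402. TC179606 maps to the introgression, so a lower level cannot be told apart from a probe mismatch with the S. pennellii allele.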

All these variations could lead to a lower ascorbate level if they occur in an NADH-limiting environment, as is the case in IL10-1 fruit where we observed the downregulation of NADH dehydrogenase (TC179606), suggesting a low NADH/NAD^+^ ratio in the cytoplasm. Furthermore, an increased ROS level in IL10-1 is supported by the upregulation of sequences involved in defense response (Supplementary Table 1).

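Of 7 transcripts of Supplementary Table 1 that match the list for defense response, none passed the test over all transcripts, and all 7 rose when adjusted over the list alone. Their median log2 fold change was 1.52. TC179186, a pathogenesis-related protein, a class that plants induce on infection, had a log2 fold change of 2.34 (standard error 0.51, adjusted p = 0.218 from limma). TC178752, a probable wound-induced protein, had one of 2.32 (standard error 0.51, adjusted p = 0.218). TC189533, annotated as a disease resistance protein, had a log2 signal of 10.48 ± 0.14 in IL10-1 and 8.66 ± 1.02 in M82 (SD, 6 plants per line, adjusted p = 0.209), with 2 of 6 M82 plants above background, and the universal stress protein TC181500 had a log2 fold change of 1.21 (standard error 0.30, adjusted p = 0.301). Camera gave an adjusted p of 0.00485 for the list, and adjusted p = 0.123 with an estimated correlation, and as the study chose the transcripts of that table on these samples, their shared direction is not independent evidence. With the low-gain scan of IL10-1 plant 1 from the scanner file, TC179186 had an adjusted p of 0.00334, TC181500 of 0.0487 and the list of 0.0462 from camera with an estimated correlation, and TC179186 was called without IL10-1 plant 1 and TC189533 without M82 plant 1.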

**Fig. 4:**
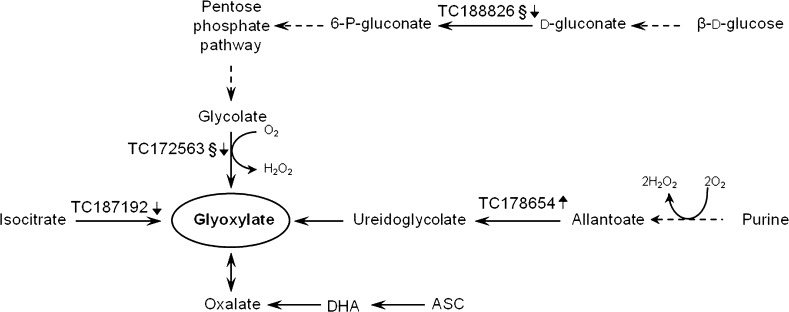
Network of genes mapping to glyoxylate metabolism, illustrating changes in their expression between IL10-1 and M82. §, Transcript mapping on the introgression 10-1. *DHA* dehydroascorbate, *ASC* ascorbate

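The glutathione S-transferase TC182153, of a family that joins glutathione to reactive compounds, fell in IL10-1. Its log2 signal in the low-gain scans was 0.54 ± 0.16 in IL10-1 and 9.32 ± 2.30 in M82 (SD, 5 plants per line), and with IL10-1 not above background it was at least 6.85-fold lower (adjusted p = 0.00427 from limma). All 5 IL10-1 values were at the floor of these scans, so the SD of IL10-1 is clipped, which the test does not take into account. In the high-gain scans alone the difference was -3.90, with 4 plants per line. The glutathione S-transferases TC175968 and TC189778 had log2 fold changes of -1.46 (standard error 0.44, adjusted p = 0.589) and -4.85 (standard error 1.35, adjusted p = 0.485). In the list of glutathione S-transferases, 1 of 3 fell, and all 3 fell when adjusted over the list alone (camera, adjusted p = 0.0938), but these and the thioredoxins were selected by the study on these samples, so that the counts over the list alone are not independent evidence. Of 3 transcripts in the list of thioredoxins and peroxiredoxins, which reduce disulfides and peroxides, none passed, and 1 rose and 2 fell when adjusted over the list alone (camera, adjusted p = 0.922). TC177168, a thioredoxin family protein, had a log2 fold change of -1.84 (standard error 0.41, adjusted p = 0.218), with M82 plant 6 above the other M82 plants. The thioredoxins m TC185135 and TC179038 had -4.54 (standard error 1.24, adjusted p = 0.405) and 1.19 (standard error 0.39, adjusted p = 0.788), with 2 of 6 IL10-1 arrays above background for TC185135 and 1 of 4 M82 plants for TC179038. With the low-gain scan of IL10-1 plant 1 from the scanner file, TC177168 had an adjusted p of 0.00295 and TC185135 of 0.0423, and both were called without that plant. TC185135 maps to the introgression, so its lower level cannot be told apart from a probe mismatch with the S. pennellii allele.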

Finally, a reduced ROS-scavenging activity is also suggested by the downregulation of two thioredoxins (TC177168 and TC185135, the latter mapping to the introgression) and three glutathione *S*-transferases (TC175968, TC189778, and TC182153). Therefore, changes in the expression of genes involved in increasing processes producing more ROS and downregulation of ROS-scavenging genes in an NADH-limited environment could lead to higher antioxidant demand that may contribute to lower ascorbate pool size. In addition, the depletion of carbohydrates, which are important ascorbate precursors, may also contribute to lowering the ascorbate pool in IL10-1 fruit.

## Discussion

As the most abundant antioxidant in plant tissues, ascorbate protects cells and organelles from oxidative damage by scavenging reactive oxygen species (Noctor and Foyer 1998) and is important for plant growth, stress resistance, maintenance of redox homeostasis, and as a signaling molecule involved in the regulation of plant response to environmental constraints (Pastori et al. 2003; Conklin and Barth 2004). Little is known about coordination and cross talk between genes and molecular mechanisms within ascorbate metabolism, their interaction with other biological processes, or how they control ascorbate biosynthesis and accumulation in tomato fruit. In a previous study (Di Matteo et al. 2010), we reported the fruit transcriptomic profiling of a tomato plant expressing a QTL for enhanced ascorbate content and highlighted a functional association between genes involved in cell wall catabolism, ethylene biosynthesis, and ascorbate pathways. Here, we report results from transcriptomic profiling of an additional IL (IL10-1) harboring a QTL with decreasing effect on fruit ascorbate content. Our results confirmed those previously reported by Rousseaux et al. (2005) and by Schauer et al. (2006).

Microarray analysis allowed us to identify a subset of genes differentially regulated in IL10-1 fruit and likely involved in reducing the ascorbate level. The model we proposed explains variation in ascorbate pool size in terms of changes in the steady-state level of specific mRNAs mainly occurring within glycolysis, fatty acid biosynthesis, glyoxylate metabolism, and the antioxidant system. Specifically, we propose that the reduced ascorbate concentration in the IL10-1 pericarp may result from depletion in the carbohydrate pool and increase in antioxidant demand. In particular, the upregulation of genes involved in glycolysis could result in decreasing the level of carbohydrate precursors thus limiting ascorbate biosynthesis. In fact, the influence of the carbohydrate pool size on ascorbate biosynthesis has long been established (Grace and Logan 1996). Also, the upregulation of genes involved in fatty acid biosynthesis and the tricarboxylic acid cycle in IL10-1 fruit suggested a competition between these pathways for acetyl-CoA and a decrease in the redox potential due to NADH reoxidization in fatty acid biosynthesis. Moreover, the detected upregulation of an NAD^+^-dependent isocitrate dehydrogenase subunit and other genes involved in the tricarboxylic acid cycle could reflect an increased tricarboxylic acid flux being generated from amino acid precursors. Indeed, this was in line with the higher soluble solid concentration in IL10-1 tomato fruit observed in our laboratory (data not shown) and already reported by Causse et al. (2004).

As for the antioxidant demand, our model proposes an increase in ROS levels in the IL10-1 fruit rising from a boost in ROS generation and a fall in the ROS-scavenging system. In particular, regulated processes leading to increased ROS generation in IL10-1 include (1) increased NADH level within the tricarboxylic acid cycle that might enhance electron leakage and ROS generation within the mitochondrion (Lenaz 2001; Hirst et al. 2008), (2) upregulated synthesis of glyoxylate from purines at the expense of the competing photorespiratory synthesis from glycolate in the peroxisome, and (3) reduced activity of antioxidant system components. According to our model, the decreased synthesis of glyoxylate via photorespiration and the glyoxylate cycle is partially compensated by purine via superoxide-producing xanthine oxidase where the synthesis occurs with a greater gain of ROS.

The increased antioxidant demand generated by ROS overproduction would imply a higher utilization of ascorbate and a possible effect on its overall level. Ascorbate can directly scavenge oxygen free radicals with and without enzyme catalysts (Shirahata et al. 1997; Halliwell and Gutteridge 2000) and can indirectly scavenge them by recycling tocopherol to its reduced form (Shao et al. 2008). Our results suggest that reduced strength of the ROS-scavenging system contributes to increased ROS levels and antioxidant demand in the IL10-1 fruit. Indeed, the reduced redox potential generated by the reoxidation of NADH in fatty acid biosynthesis could limit the efficiency of the Foyer–Halliwell–Asada cycle (Halliwell and Gutteridge 2000), which plays a key role in controlling ROS scavenging and the ascorbate level. Consistent with our hypothesis that the increase in ROS is the main determinant of ascorbate reduction in IL10-1 fruit, comparative profiling allowed us to identify a stress-related response presumably arising from peroxide accumulation, as also evidenced by the modified expression of many stress-related genes.

In conclusion, we propose that the ascorbate level in tomato fruit may be transcriptionally controlled by the expression of genes involved in carbohydrate catabolism, fatty acid biosynthesis, glyoxylate metabolism, and antioxidant system. Overall, the model proposed is intended to give a simplified meaning for molecular mechanisms controlling ascorbate accumulation in tomato fruit that have not been described so far. We report here for the first time that genes and processes operating outside the ascorbate biosynthetic pathways are effective in controlling the final concentration of ascorbate in a fruit system.

Consequently, candidate genes and molecular mechanisms identified may be relevant to biotechnological applications aimed at engineering the tomato for high fruit quality. Further attempts at enhancing ascorbate in tomato fruit could investigate the effectiveness of engineering glyoxylate metabolism, targeting, for instance, the cytoplasmic ATP-citrate lyase and the peroxisomal glycolate oxidase. Also, silencing genes controlling fatty acid synthesis or transmembrane transport, such as the lipid transport protein, may result in enhanced ascorbate levels in tomato fruit. By combining the overexpression of key genes in controlling the tricarboxylic acid cycle and key genes of glyoxylate metabolism, we expect to enhance soluble solid concentrations and ascorbate levels simultaneously.

## Electronic Supplementary Material

Below is the link to the electronic supplementary material.

Supplementary material 1 (DOC 306 kb)

Supplementary material 2 (PPT 182 kb)

Supplementary material 3 (PPT 106 kb)

Supplementary material 4 (PPT 103 kb)

Supplementary material 5 (TIFF 20240 kb)

Supplementary material 6 (PPT 260 kb)

# Supplementary material for: Comparative Transcriptomic Profiling of Two Tomato Lines with Different Ascorbate Content in the Fruit
**Source:** Biochem Genet. 2012 Aug 22;50(11):908–21. doi: 10.1007/s10528-012-9531-3
**Supplement:** Supplementary file 1 — Supplementary material 1

**Supplementary Table 1.** Statistical and annotation details of 233 probes showing differential hybridization signals at a 2-factorial ANOVA (*P* < 0.01) in the IL10-1 transcriptome compared with M82. Statistical analysis was performed by the MultiExperiment Viewer *v*4.5 (MeV, part of the TM4 software); the IL 10-1 versus M82 fold change together with the adjusted *P* value were reported. Automatic Blast annotation of TC sequences was performed using Blast2GO software; the expectation (e) value, sequence similarity, and corresponding gene ontology terms were reported. TC transcripts listed in order of decreasing fold change between IL10-1 and M82. TC number followed by § indicates transcript physically mapping on introgression 10-1 of the tomato genome (release 2.40)

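Of the 233 transcripts of this table, 231 could be tested in the deposited values, and 230 had the table's direction. The exception was TC174699, with a log2 fold change of -0.45 against 0.04 in the table. The table's fold column followed the log2 fold changes of the arrays across transcripts with a slope of 0.888 and Pearson's r of 0.976, and transcripts are not independent replicates. All 24 transcripts past an adjusted p under 0.05 from limma are in the table. A 2-factor analysis of variance (line, year and their interaction, without moderation) gave 194 transcripts at p under 0.01, 88 higher and 106 lower in IL10-1, of which 135 are in the table. Chance alone would give 157.66 of the 15766 tested. TC175010 and TC173934 had too few values to be tested. The study chose these transcripts on these samples, so the shared direction is not independent evidence.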

**SUPPLEMENTARY FIGURE LEGEND**

Supplementary Fig. 4. Hierarchical clustering and the correlation among differentially expressed signals in M82 and IL10-1 fruit transcriptomes (based on Pearson correlation). Color scale (top) ranges from 0.0 (green) to 682.81067 (black) to 1868.4265 (red). Clusters are indicated on the left of the column. Data for two years are shown, with 2007 on the left and 2008 on the right, and M82 is shown first under each year. TC transcripts are identified by number and function on the right of the column. Cluster 2 contains upregulated sequences in IL10-1 fruit linking genes involved in carbohydrate (glycolysis and the citric acid cycle) and amino acid catabolism with ethylene and defense responses. Cluster 5 mainly includes sequences related to peroxisome metabolism and biogenesis, such as a glycolate oxidase and a peroxisomal biogenesis factor

# Supplementary material for: Comparative Transcriptomic Profiling of Two Tomato Lines with Different Ascorbate Content in the Fruit
**Source:** Biochem Genet. 2012 Aug 22;50(11):908–21. doi: 10.1007/s10528-012-9531-3
**Supplement:** Supplementary file 2 — Supplementary material 2

## Slide 1

Upregulated TCs
Downregulated TCs
Supplementary Figure 1. Functional categorization of Tentative Consensus (TCs) showing differential hybridization signals in IL10-1 vs. M82. Categorization was performed according to GO Biological Process (BP) vocabulary as retrieved through Blast2GO Gene Ontology mapping. Differentially expressed TCs were categorized as split into up-regulated and down-regulated TCs and calculated as percentage of the total number of classifications .

# Supplementary material for: Comparative Transcriptomic Profiling of Two Tomato Lines with Different Ascorbate Content in the Fruit
**Source:** Biochem Genet. 2012 Aug 22;50(11):908–21. doi: 10.1007/s10528-012-9531-3
**Supplement:** Supplementary file 3 — Supplementary material 3

## Slide 1

Upregulated TCs
Downregulated TCs
Supplementary Figure 2. Functional categorization of Tentative Consensus (TCs) showing differential hybridization signals in IL10-1 vs. M82. Categorization was performed according to GO Molecular Function (MF) vocabulary as retrieved through Blast2GO Gene Ontology mapping. Differentially expressed TCs were categorized as split into up-regulated and down-regulated TCs and calculated as percentage of the total number of classifications .

# Supplementary material for: Comparative Transcriptomic Profiling of Two Tomato Lines with Different Ascorbate Content in the Fruit
**Source:** Biochem Genet. 2012 Aug 22;50(11):908–21. doi: 10.1007/s10528-012-9531-3
**Supplement:** Supplementary file 4 — Supplementary material 4

## Slide 1

Upregulated TCs
Downregulated TCs
Supplementary Figure 3. Functional categorization of Tentative Consensus (TCs) showing differential hybridization signals in IL10-1 vs. M82. Categorization was performed according to GO Cellular Component (CC) vocabulary as retrieved through Blast2GO Gene Ontology mapping. Differentially expressed TCs were categorized as split into up-regulated and down-regulated TCs and calculated as percentage of the total number of classifications .

# Supplementary material for: Comparative Transcriptomic Profiling of Two Tomato Lines with Different Ascorbate Content in the Fruit
**Source:** Biochem Genet. 2012 Aug 22;50(11):908–21. doi: 10.1007/s10528-012-9531-3
**Supplement:** Supplementary file 6 — Supplementary material 6

## Slide 1

chr. 10§
chr. 10§
chr. 10
chr. 10
chr. 10§
chr. 10
chr. 10§
chr. 10§
chr. 10§
chr. 10§
chr. 10§
chr. 10§
chr. 10§
chr. 10§
chr. 10§
chr. 10§
chr. 10§
chr. 10§
chr. 12
chr. 10§
chr. 10§
chr. 1
Supplementary Figure 5 - Relevance Network Analysis: TCs are represented as nodes in a network and edges drawn between represent their correlation coefficient. Links colored in red represent elements that are positively correlated while links colored in blue represent elements that are negatively correlated. §: TCs mapped on the introgression 10-4.

How the deposited data were processed for this re-analysis (not part of the article)

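RNA from red-ripe fruit pericarp of 12 tomato plants, 6 of IL10-1 and 6 of M82, with 3 plants per line in 2007 and 3 in 2008, had been hybridized by the authors to 1 TomatArray 1.0 array per plant, and each array was scanned at a high and a low gain of the photomultiplier, which makes 24 scans. By the paper's methods, the authors extracted spot intensities, corrected probe values by the ratio between the median of the array and the average median of the arrays, left out probes whose replicate spots had a coefficient of variation above 0.5 and the uppermost and lowermost values, and deposited the result as a table of log2 values for 20201 transcripts. For the IL10-1 plants, the scanner files with the intensity of each probe were deposited by the authors as well, on a linear scale from 1 to 65535, for 20297 probes; these were used to check the table and for the negative controls. The table is already on the log2 scale, so that step was not repeated. Several low-gain columns still hold values at the scanner's floor, 1804 of them for IL10-1 plant 2, so the lowermost values had not been removed throughout. No further filter on extreme values was applied in the main fit. No scanner files of the M82 arrays are among the files. The 22 nodes of the study's network were read from its Supplementary Fig. 5, and its cluster figure was not used.

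From the table, values below 1 on the linear scale were set to 1, the scans of each gain were brought to a common median over the transcripts with a value in all 12 scans of that gain (8581 at high and 5878 at low gain), and the scans of each plant were averaged on the log2 scale. Where fewer than 2 plants of a line and year had both scans, the high-gain or else the low-gain scans alone were used, and 4435 transcripts with too few values in either were not tested. limma 3.58.1 in R 4.3.3 compared IL10-1 with M82, with the year as a covariate and no block for the plant number, at a Benjamini-Hochberg adjusted p under 0.05. A second limma model with 4 group means gave the effect in 2007, in 2008 and their difference. No step depends on counting, and the number of arrays limits the precision: the median residual SD was 0.516 on the log2 scale, and the median standard error of the 24 transcripts past the threshold was 0.325. On simulated data with this spread, limma recovered 24% and 83% of transcripts changed by 1 and 2 on the log2 scale in both years. It recovered 3% and 42% where the change was in 2007 alone, and 0% of the interactions of either size. The simulated noise was independent between transcripts, and more transcripts were changed than the 24 called, so these shares may be too high.

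The background limit of each scan was the 95th percentile of 35 negative control probes in the scanner files, on average 8.80 at high gain and 6.54 at low gain on the log2 scale, and the M82 scans took the average of the IL10-1 limits. A line counts as not above background where none of its arrays exceeded the limit, for IL10-1 by the scanner files of all 6 plants in each scan used, and for M82 by the plants with a value. The other line's mean over the average limit then gives the lower bound of the fold change. A line with some arrays above the limit keeps its measured value, even where its mean lies under the limit.

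The transcripts tabulated, of which the text names a part, are all of Table 2 and all nodes of the study's network, the 10 largest rises and the 10 largest falls past the threshold with the same direction in both years, and, for each gene list used, up to 4 members with the smallest p. This rule, the comparisons, the gene lists and the first set of alternatives were set before the data were examined, although the values of the paper's tables had been read. Gene names were taken from Table 2 and Supplementary Table 1, whose annotations are matches to other species in part, and transcripts outside that table carry no name. Lists were tested with limma's camera, in its form for ranked statistics with a preset correlation of 0.01 and with an estimated one, where at least 3 members were tested, against the other tested transcripts of Supplementary Table 1, and p was adjusted over the lists. List members are limited to that table, whose transcripts the study selected on these samples, so counts adjusted over a list alone are no independent test. The network was computed as Pearson correlations over at least 8 shared plants, with pairs kept at an R2 of at least 0.92, before and after the line means were removed. The share of transcripts lower in IL10-1 on and off the introgression was compared with Fisher's exact test.

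Chosen only after the files were seen were the minimum of 2 plants per line and year, the set of transcripts used for the median, the background limit, the ranked form of camera and the minimum of 8 shared plants. The plan had been to leave out transcripts with the highest and lowest mean values unless the table already lacked them. That filter was not applied, although values at the floor remained in the table. The low-gain scan of IL10-1 plant 1 was computed both from the table and from the scanner file before the table, the source set in advance for both lines, was kept. The first set of alternatives was either gain alone, quantile normalization, no scaling, 50 added to each value or values below 50 set to 50, the lowermost 25% left out, the 2-factor analysis of variance that the methods name, at an unadjusted p under 0.01 and after Benjamini-Hochberg adjustment, limma with an intensity trend, a block for the plant number, no year term, an adjusted p under 0.01, and the removal of each plant in turn. Alternatives added later were the scanner file for that 1 scan, the exchange of the high-gain and low-gain columns of M82 plant 2, a term for 3 arrays that resemble each other across the lines, their removal, array quality weights, transcripts above the negative control limit, and the network without each plant in turn. Up to 100 other splits of the plants were drawn for each comparison. Tables and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.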

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

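The tests on the low-gain column of IL10-1 plant 1, on the 3 arrays that resemble each other and on probe mismatch were chosen after the results were seen, and the test in high-gain scans alone and the counts over other splits of the plants were set beforehand.

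In 13 of 144 groups of plants, 1 plant lay far from the others of its line, where chance gives about 1 in 20 groups, and 7 of the 13 are IL10-1 plant 1. On the log2 scale that plant stood at 9.63 for TC190330, 8.08 for TC172563, 10.62 for TC179606, 8.27 for TC173893, 9.97 for TC180320, 11.53 for TC176740 and 10.22 for TC176706. M82 plant 6 stood at 11.38 for TC177168 and 12.41 for TC172352, and IL10-1 plant 5 at 8.28 for TC185607 and 7.84 for TC176093. IL10-1 plant 3 stood at 7.34 for TC173444 and IL10-1 plant 6 at 7.69 for TC175531.

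The first pattern is the low-gain column of IL10-1 plant 1, which does not follow that plant's scanner file. Over transcripts that separate the lines in the other scans, the column lies at 0.0187 on a scale where the mean of M82 is 0 and that of IL10-1 is 1, which is consistent with a scan of another array in this column, while the scanner file for that plant lies at 1.03. Noise at low gain is argued against, as the lowest of the other IL10-1 low-gain scans lies at 0.948, and an exchange with an M82 column is argued against as well, as the highest M82 low-gain column lies at 0.181. Which array the column came from stays open.

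The second pattern is that IL10-1 plant 1 and M82 plants 1 and 2, all of 2007, deviate together from their line means, with correlations (means over both years removed) of 0.603 to 0.766 across transcripts against at most 0.0104 with any other plant. An exchange of labels between the lines is argued against, since IL10-1 plant 1, with its low-gain scan from the scanner file, lies at 1.03 on the same scale. The GC content of the probes correlates with the shift at -0.224 across transcripts, too weakly to be its whole cause. A batch of arrays or RNA that the labels do not give cannot be told apart from a difference between the fruits of these plants: a term for the 3 arrays called 1042 transcripts, against 24 for the line, and the labels name no batch. These counts rest on the deposited values, which hold the doubted low-gain column of IL10-1 plant 1. How far that column adds to the resemblance was not tested.

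The third pattern is that transcripts on the introgression are mostly lower in IL10-1, where the allele is from S. pennellii. The paper does not state on which species the probes were designed, and they may differ from that allele. For the 2 transcripts on the introgression that rose, a loss of hybridization by mismatch is argued against. For the 14 that fell, mismatch and lower expression cannot be told apart, since no S. pennellii sequence was used. A floor of the low-gain scans is argued against as the whole cause, since the share also differed in the high-gain scans alone (Fisher's exact test, p = 0.00128).

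For the line effect, 1 of 99 splits of the plants, the real one, reached 24 transcripts, and the highest other reached 19. A further drawn split could not be fitted. A random grouping of the plants is thus argued against but not excluded. The real count fell to as few as 12 when 1 plant was left out. That refit holds fewer plants than the splits, so its count cannot be set against theirs. In 2007 and in 2008 there are 10 splits each, too few for a share under 0.05: the real split gave 5 transcripts in 2007 and the highest other 1152, and the real split gave 4 in 2008 and the highest other 9, with 2 splits as large in each year. The split with 1152 sets IL10-1 plant 1 and M82 plants 1 and 2 against the rest, which points to a structure of these samples. For the difference between the years, 0 transcripts passed, a count that all 100 splits reach by necessity, so that this comparison decides nothing, and the highest other split gave 698, which again points to a structure of the samples.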

How the results depend on the processing

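The alternatives with the scanner file, with columns of M82 plant 2 exchanged, with a term for 3 arrays, without these arrays, with array weights and above the negative control limit, and the network without single plants, were chosen after the data were seen. All others were planned, and the cause of each shift below was not tested, apart from thresholds that are stricter or looser by construction. The line effect called 24 transcripts (3 higher, 21 lower, all 24 in Supplementary Table 1), with 5 in 2007, 4 in 2008 and 0 for the difference between years, 6 lists past the threshold with the preset correlation and 42 network pairs. With an estimated correlation 0 lists passed (smallest adjusted p = 0.123), and 2 did with the scanner file for 1 scan (smallest adjusted p = 0.0462). With high-gain scans only, 8 were called in 2007 and the network had 15 pairs. With low-gain scans only, 2 were called (0 higher, 2 lower, 2 in the table), with 1 in 2008, 2 lists and 69 network pairs. Quantile normalization gave 2 in 2007 and 2 in 2008. Without scaling of medians, 43 were called (7 higher, 36 lower, 40 in the table), and 1 in 2007. With 50 added before log2, 5 were higher. The 2-factor analysis of variance called 194 at an unadjusted p under 0.01 (88 higher, 106 lower, 135 in the table) and 4 after Benjamini-Hochberg adjustment (2 lower, 4 in the table). At an adjusted p under 0.01, 10 were called (8 lower, 10 in the table). With the low-gain scan of IL10-1 plant 1 from the scanner file, 50 were called (10 higher, 40 lower, 50 in the table), 17 in 2007 and 16 in 2008, and the network had 85 pairs. A term for the 3 arrays that resemble each other gave 13 in 2007, 15 in 2008 and 6 for the difference between years, and without these arrays 9 and 11 were called in 2007 and 2008. Array quality weights gave 42 (7 higher, 35 lower, 41 in the table), 131 in 2007, 11 in 2008 and 2 for the difference between years. Above the negative control limit, 5 were higher. With 24 scans as separate columns, the network had 87 pairs. The median of the glyoxylate group of Table 2, -0.58 on the log2 scale, was 0.0515 with high-gain scans only and 0.155 with the lowermost 25% left out. Leaving out no transcripts by mean value was not a separate alternative, since the main fit applied no such filter.

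With the plant number as a replicate block, 6 were called (1 higher, 5 lower, 6 in the table), 0 in 2007 and 2 in 2008. The numbers do not pair the plants: with the means of each line and year removed, plants with the same number correlated at 0.483, -0.590, 0.617, -0.116, -0.139 and 0.280, and not every plant correlated best with its own number.

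Leaving out 1 plant at a time gave 12 (without IL10-1 plant 5) to 38 (without IL10-1 plant 1) calls, from 12 to 38 of them in Supplementary Table 1 (20 of 21 without M82 plant 5, all in the other refits), with 2 to 9 higher and 10 to 29 lower. The count was 14 without IL10-1 plant 2, 14 without plant 3, 13 without plant 4 and 14 without plant 6, and 15 without M82 plant 2, 15 without plant 3 and 14 without plant 6. It ranged from 0 to 158 in 2007 (highest without M82 plant 3), from 0 to 31 in 2008 (highest without M82 plant 4), from 0 to 96 for the difference between years (highest without M82 plant 3), and from 36 to 90 for network pairs. Lists past the threshold ranged from 5 to 9 with the preset correlation, and 0 pass over all plants with an estimated one, which was not run in these refits. The share of introgression transcripts lower in IL10-1 was 80.3% in each refit. Signal over background limits 9 of the 21 falls, where no IL10-1 array was above background, and 1 of the 3 rises, where no M82 plant was.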

Differences from the paper's values

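No test here was added to bring a value closer to the paper's, and the scanner file for 1 scan was added after seeing the values. The paper's counts rest on a 2-factor analysis of variance at P under 0.01, where the legend of Supplementary Table 1 speaks of an adjusted P value and the paper's text does not name the adjustment, and the counts set beside them rest on limma at an adjusted p under 0.05. The paper's number of differentially expressed transcripts is 233, against 24. The paper gives 84 upregulated transcripts, against 3, and 149 downregulated ones, against 21. The paper's share of the chip is 1.15%, against 0.119% here. Among the alternatives set before the data were examined, only a 2-factor analysis of variance at an unadjusted p under 0.01, a threshold that the paper does not state as unadjusted, lies within 1.5 times of these 4 values of the paper, with 194 transcripts (0.960% of the chip), 88 higher and 106 lower, and all others, that analysis after Benjamini-Hochberg adjustment included, do not. At that threshold, 135 of the 231 tested transcripts of the paper's table are called, and 24 with limma. The scanner file for 1 scan, chosen after seeing the values, gave 208 transcripts with the analysis of variance, 165 of them in the paper's table, and 50 with limma. It drops none of the 24.

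The paper's share of upregulated transcripts is 36%, against 12.5%. The analysis of variance gave 45.4% at an unadjusted p under 0.01 and 50% after adjustment, both within 1.5 times of the paper's share, and none of the other alternatives set before the data were examined did. The paper's network links 22 transcripts, against 44. With high-gain scans only it linked 25, within 1.5 times of the paper's number, while linear values (50), 24 scans as separate columns (79) and low-gain scans only (43) did not come within it.

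The paper's text gives 84 and 149 transcripts by direction, while the fold column of the paper's Supplementary Table 1 holds 85 positive and 148 negative values. TC174699, positive there, had a log2 fold change of -0.45 here. Of the 25 transcripts of Table 2, for which the paper reports up- or downregulation, 3 passed the threshold with limma over all transcripts and 10 (6 higher, 4 lower) with the scanner file for 1 scan. All 25 had the paper's direction, and so had all 44 transcripts of Table 2 and the network. Of these 44 log2 fold changes, 6 lie further from the paper's than 1 standard error. None lies further from it than the larger SD between plants of a line, or, where no array of a line was above background, has a lower bound over 1.5 times the paper's fold. For the gluconokinase TC188826, where a plant at the floor of the low-gain scan widens that SD and 3 of 6 IL10-1 arrays were above background, the value is -1.98 against the paper's -1.3, over 1.5 times it. Of the alternatives set before the data were examined, high-gain scans only, quantile normalization, 50 added to each value, values below 50 set to 50, and the fits without IL10-1 plant 3 or 4 or M82 plant 4 or 6 came within 1.5 times of it, and all others did not.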

Other observations

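All values in this part come from planned comparisons and lists, apart from the counts for single columns of the deposited table, which were looked at after the files were seen. Among gene groups that the text has not described, the list of RNA-binding proteins held 7 tested transcripts of Supplementary Table 1, of which 2 fell, none rose and 5 did not pass, and 1 rose and 6 fell when adjusted over the list alone (camera, adjusted p = 0.186), and 3 fell and 4 did not pass with the scanner file for the low-gain scan of IL10-1 plant 1, TC183263 being the third (adjusted p = 0.0309). The members of all lists in this part were selected by the study on these samples, so counts over a list alone are not independent evidence. TC174925, a protein with an RNA recognition motif on the introgression, had a log2 fold change of -1.98 (standard error 0.30, adjusted p = 0.0212), and its call was lost without IL10-1 plant 3, 4 or 5 or M82 plant 2, 3 or 6. In the same list, TC175950, also with an RNA recognition motif, had a log2 fold change of -1.67 (standard error 0.40, adjusted p = 0.282). TC185607, annotated as a glutaryl-dehydrogenase, was at least 1.72-fold lower in IL10-1 (adjusted p = 0.00442). TC176198, annotated only as a protein and above background on 2 of 6 IL10-1 arrays, had a log2 fold change of -2.52 (standard error 0.41, adjusted p = 0.0323), and its call was lost without IL10-1 plant 1, 2, 3, 5 or 6 or M82 plant 3, 4 or 6. For TC174925, TC175950, TC185607 and TC176198, all on the introgression, lower expression cannot be told apart from a probe mismatch with the S. pennellii allele.

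The list of cell wall and softening held 3 transcripts, none of which passed (1 rose and 2 fell when adjusted over the list alone, camera, adjusted p = 0.922). The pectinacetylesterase TC181144, which removes acetyl groups from pectin, was at least 1.08-fold lower (adjusted p = 0.0560), and was called with the scanner file for the same scan (adjusted p = 0.0342) and without M82 plant 6. The cellulose synthase-like protein TC189209 had a log2 fold change of 0.96 (standard error 0.23, adjusted p = 0.281), and the expansin TC170674, a wall-loosening protein, -0.87 (standard error 0.32, adjusted p = 0.867). None of 3 transcripts of photosynthesis and chlorophyll passed. The magnesium-protoporphyrin cyclase TC186231, of chlorophyll synthesis, had a log2 fold change of -1.74 (standard error 0.48, adjusted p = 0.396), and TC170466, the 33 kDa protein of the oxygen-evolving complex, 1.21 (standard error 0.33, adjusted p = 0.388). The cytosolic ribosomal proteins TC177707 and TC176914 had log2 fold changes of -0.69 (adjusted p = 0.405) and -0.84 (adjusted p = 0.485), and neither these 2 nor the 2 plastid or mitochondrial ones passed. The lists of carotenoid synthesis, heat shock and markers of locular and placental tissue had 0 members in the table. The list of seed tissue markers had 1, TC175531, a basic 7S globulin, with a log2 fold change of -3.06 (standard error 0.74, adjusted p = 0.345), with 1 of 6 IL10-1 arrays above background, called without IL10-1 plant 6. For this transcript 4 plants were at the floor of the low-gain scans, and in the high-gain scans alone the difference was -1.70.

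Within 2007, 5 transcripts passed the threshold (3 higher, 2 lower), within 2008, 4 did (2 higher, 2 lower), and 1 passed in both. limma called 0 transcripts for the difference between the years, with 596 at an unadjusted p under 0.05 and a smallest adjusted p of 0.238, a size of test at which simulated changes of 2 on the log2 scale were not recovered. Over both years, 766 transcripts had an unadjusted p under 0.05, where chance gives 788.3 of those tested. In the high-gain column of IL10-1 plant 4, 70.8% of the probes whose replicate spots varied above the limit of 0.5 had been left out, against 100% in the other high-gain columns of that line.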
